A study of Caenorhabditis elegans with 12 samples. Its data were reported in "Histone deacetylase HDA-1 modulates mitochondrial stress response and longevity" (2020).

How the data were processed

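Messenger RNA was sequenced from whole Caenorhabditis elegans of the strain glp-4(bn2) on day 1 of adulthood, cultured at 20 °C. The study's own text on this sequencing speaks of wild-type and hda-1-deficient animals and does not name this strain. Total RNA was extracted with Trizol and sequenced on a HiSeq2500. Worms were fed bacteria carrying the empty vector L4440 or a clone against hda-1 or dve-1, and in 3 of the 6 groups bacteria carrying a clone against atp-2 were added 30 h later, per the labels. The methods of the study give the same delay for double RNAi in general and another timing in the paragraph on mRNA sequencing, and which was used for these libraries could not be settled. There were 12 libraries in 6 groups, with 2 libraries per group. The study says that its quantitative experiments were repeated independently, but not for these libraries by name, so whether the libraries of a group came from separate cultures could not be settled. Not stated is the strandedness of the libraries.

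The authors aligned reads to the ce11 genome with TopHat2 2.1.1, kept uniquely mapping reads and obtained gene levels with Cufflinks. The deposited values are FPKM (fragments per kilobase of transcript, scaled to the mapped fragments), with 1 value per gene and group and both libraries of a group combined. The table holds no value per library, no count and no confidence bound. Whether the authors scaled the libraries against each other is not stated. Values were taken as deposited.

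The table listed 46245 genes. Of these, 45990 were matched by identifier to the Ensembl annotation, release 115, of the WBcel235 assembly, which is the same assembly as ce11, and 210 had no symbol. Genes whose mean FPKM over the 6 columns was 1 or more were kept, which left 13337 genes, of which 12547 were protein-coding with at least 300 nt of annotated exon. Ratios were taken on FPKM with a pseudocount of 1 and are given as log2, so that they understate the ratios of genes with low levels. A gene was called higher or lower when its ratio was 2-fold or more and its FPKM was at least 5 in the higher column. Because each group had 1 value, no single comparison or interaction could be tested statistically, and calls describe sizes in these libraries. The mean effect of atp-2 RNAi over the 3 backgrounds was not tested.

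The 7 comparisons were atp-2 RNAi against none in each of the 3 backgrounds, and each of hda-1 and dve-1 RNAi against L4440, without and with atp-2 RNAi. For each of the 2 interactions, the log2 ratio of atp-2 RNAi in L4440 was subtracted from that in the other background, and a difference of 1 or more was called under the same minimum level. The term dependent follows the question of the study and does not imply that hda-1 was reduced. Genes called higher with atp-2 RNAi in L4440 were counted as dependent on hda-1 or dve-1 when they were also called lower in that background with atp-2 RNAi than in L4440 with atp-2 RNAi. The overlap of lists that share a control was set beside the product of the list sizes divided by the number of genes, and beside 100 simulated draws in which no group differed. These draws held counting error alone, or counting error and an added spread of 0.172 log2 per column. That spread was taken from the median absolute deviation of the log2 ratios of atp-2 RNAi in the columns labelled hda-1 RNAi.

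There were 44 gene lists (pathways, gene families, complexes, cell type markers and the genes the study had singled out), fixed before the data were examined together with the comparisons, the thresholds and the rule for naming genes. For each list, the median log2 ratio was centred on the median of all kept genes. The centred median was then placed as a percentile among 10000 random lists of the same size, matched on mean level in 10 bins (seed 20). A list is said to stand apart when its percentile was below 2.5 or above 97.5, which describes these columns and is not a p-value. The rule named the RNAi targets, the members of the list of the mitochondrial unfolded protein response (UPRmt) and of the lists of genes from the study, the 10 called genes with the largest ratio in each direction per comparison, and up to 4 called members of each list described. The limit of 300 nt of exon, the ranking of protein-coding genes above it and the counts without the sperm and core histone lists were added after the values were seen. So were a few named genes outside the rule, which are named as such.

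Depth was estimated from the steps between low FPKM values of genes with 1000 to 1500 nt of exon, and the estimates cover counting error only. The procedure was tested on simulated data with 200 changed genes per comparison. Of 50 genes simulated 3-fold higher, 50 were called in every comparison, and of 50 simulated 3-fold lower, 48 or 49 were called. None of the genes simulated at 1.5-fold was called, and from 1 to 7 genes without a simulated change were called per comparison. Fragments were simulated over the full exon length, which understates the noise of short genes.

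Alternatives were a pseudocount of 0.1 or 5, no filter or a mean FPKM of 5, scaling by median-of-ratios or upper quartile, thresholds of 1.5-fold and 3-fold, a minimum level of 1 or 10, 2 other definitions of dependence, and random lists without matching. Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9.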

Results

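The data are FPKM values for mRNA from whole worms of the strain glp-4(bn2), which carries a temperature-sensitive mutation that limits the germ line, on day 1 of adulthood. The 6 groups were L4440 (the empty RNAi vector), hda-1 RNAi and dve-1 RNAi, each without and with atp-2 RNAi, and each group had 2 libraries. hda-1 encodes a class I histone deacetylase, dve-1 a homeodomain protein of the mitochondrial unfolded protein response (UPRmt), and atp-2 the beta subunit of the mitochondrial ATP synthase. Both libraries of a group were combined into 1 value, so there is no spread between replicates and no difference given here could be held against one. FPKM summed to between 917209 and 980796 per column, and between 16707 and 18262 genes had a value above 0. At the estimated depth of the libraries, an FPKM of 5 on 1 kb stands for 81.4 to 94.6 fragments. Across the 13337 kept genes, the median log2 ratio was 0.11 for atp-2 RNAi in L4440, 0.06 in the columns labelled hda-1 RNAi and 0.02 in dve-1 RNAi. It was 0.16 for hda-1 and 0.22 for dve-1 RNAi without atp-2 RNAi, and 0.13 and 0.12 with it. Medians of gene lists are given relative to these values. Genes with under 300 nt of exon are named without values unless stated.

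The RNAi targets themselves came first. The hda-1 gene (chromosome V, 14525389 to 14527411, forward strand) was listed at 18.8 FPKM in L4440 and 1207 in the column labelled hda-1 RNAi, 64.1 times as high, and at 21 and 811 in the matching columns with atp-2 RNAi, 38.5 times as high. The signal was thus higher where a knockdown would lower it, which reads of the RNAi trigger fed to the worms could give. Whether hda-1 mRNA itself fell cannot be read from these values. The study followed hda-1 RNAi separately, by qPCR of hda-1 and by HDA-1-GFP levels. Its legend marks a difference in hda-1 mRNA between control and hda-1 RNAi by qPCR. It also reported that stress response genes were induced less with an hda-1 allele of reduced function. Those measurements are not of these libraries. The columns for hda-1 RNAi are called the columns labelled hda-1 RNAi throughout. In the dve-1 RNAi columns hda-1 was at 24 and 25.1. The dve-1 gene (chromosome X, 427035 to 433812, reverse strand) was at 25.4 in L4440 and 11.1 in dve-1 RNAi, or 43.8% of the control, but at 19.6 and 14.3 with atp-2 RNAi, or 73.1%. It was at 28.8 and 25 in the columns labelled hda-1 RNAi. The atp-2 gene (chromosome III, 5228417 to 5230536, forward strand) was at 1094 without and 598 with atp-2 RNAi in L4440, leaving 54.6%. It was at 861 and 554 in the columns labelled hda-1 RNAi, leaving 64.3%, and at 1090.1 and 423 in dve-1 RNAi, leaving 38.8%. The log2 ratio of atp-2 in L4440 was -0.87, short of 2-fold, and -1.05 under median-of-ratios scaling.

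**Figure D1:**
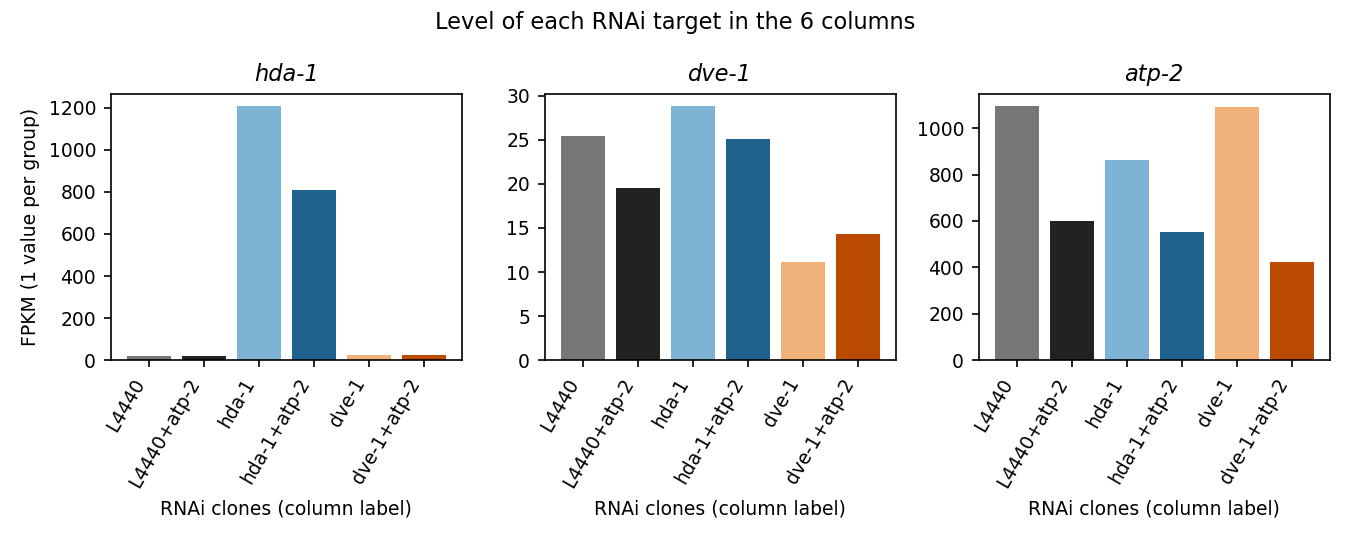
FPKM of hda-1, dve-1 and atp-2 (vertical axes, linear from 0) in the 6 columns, 1 bar per group of 2 pooled libraries. hda-1 stands at 1207 and 811 in the columns labelled hda-1 RNAi and between 18.8 and 25.1 in the others.

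In worms on the empty vector, atp-2 RNAi came with higher mRNA levels of some genes for mitochondrial chaperones, proteases and import proteins. hsp-60, the mitochondrial chaperonin (chromosome III, 1619742 to 1625803), was at 17.9 FPKM without and 49.3 with atp-2 RNAi, a log2 ratio of 1.41. hsp-6, the mitochondrial Hsp70 (chromosome V, 4824124 to 4826760), was at 107 and 242, a log2 ratio of 1.17. The mitochondrial protease gene spg-7 was at 12.2 and 30.5, and Y22D7AL.10, a homologue of the chaperonin partner Hsp10, at 77.1 and 171. This comparison asked which genes respond to mitochondrial stress when neither hda-1 nor dve-1 is targeted.

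Of the 22 genes of the UPRmt list, 8 were called higher and none lower, with a centred median of 0.69 at percentile 100. Beside those above they were phb-2 (1.04), tin-44 (1.04), dnj-10 (1.01) and timm-23 (1.0). Under median-of-ratios or upper-quartile scaling 2 of the 22 were called, and with a pseudocount of 5, 4 were, while the centred median was 0.66 under both scalings. The import genes tomm-40 and E04A4.5 (timm-17B.1) were at a log2 ratio of 0.95, phb-1 at 0.83, the Lon protease gene C34B2.6 (lonp-1) at 0.77, ppgn-1 at 0.66 and tomm-22 at 0.62. Smaller ratios were listed for ymel-1 (0.49), tomm-20 (0.47), clpp-1 (0.36), haf-1 (0.29), gpd-2 (0.28), sod-2 (0.23), ubl-5 (0.13) and atfs-1 (0.07), the last of which encodes a transcription factor of the UPRmt. Mitochondrial ribosome genes had a centred median of 0.39, with 2 of 70 called (mrps-14 at 1.04 and mrpl-35 at 1.01). Aminoacyl-tRNA synthetases stood at 0.26, with 1 of 33 called (lars-1, 1.01). Genes of mevalonate and coenzyme Q synthesis stood at 0.35, with 3 of 11 called higher: coq-1 (1.42), coq-8 (1.09) and hmgs-1 (1.07). Under either scaling 1 of these 11 was called, and none of the mitochondrial ribosome genes and synthetases. The list of nuclear ATP synthase genes other than atp-2 lay at -0.03, percentile 71.7.

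Heat shock genes and glutathione S-transferases were higher as lists with atp-2 RNAi in L4440, and other detoxification families had members in either direction. Of 13 cytosolic heat shock genes, 3 were called higher (hsp-70 at 1.5, hsp-16.41 at 1.44 and hsp-16.2 at 1.33), with a centred median of 0.38. Of 64 cytochrome P450 genes, 8 were called higher and 3 lower. The largest were cyp-14A4 (chromosome X, 13282043 to 13284197; 0.739 to 62.5 FPKM, log2 ratio 5.19), cyp-13A8 (2.82), cyp-33C8 (2.49) and cyp-13A5 (2.26), while the list's median of 0.04 did not stand apart. Glutathione S-transferases had 4 of 37 called higher, none lower, and a centred median of 0.17 (gst-15 at 1.56, gst-7 at 1.25, gst-6 at 1.25 and gst-20 at 1.05). UDP-glucuronosyltransferases had 7 of 56 higher and 3 lower, led by ugt-19 (2.34), ugt-62 (2.22), ugt-21 (1.66) and ugt-16 (1.65), with a centred median of -0.11, and 5 higher and 5 lower under either scaling. Yolk protein genes were lower as a list, with a centred median of -0.61 over 6 vitellogenins, though none was called. Innate immunity effectors lay at -0.16 with 2 of 69 higher and 4 lower (ilys-5 at -1.54, spp-23 at 1.28, lys-7 at -1.26 and cnc-4 at -1.18), or 1 higher and 7 lower under either scaling. Markers of the female germ line were at 0.36 and sperm genes at 0.20 in the same columns, with 1 of 46 sperm genes called (msp-79, 1.5).

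The genes with which the study followed its stress response by qPCR had 7 of 12 called higher, with a centred median of 0.93. Under either scaling 4 were called, and with a pseudocount of 5, 3. As they were chosen on these samples, they are not independent evidence. cdr-4 (chromosome V, 12407366 to 12408625) was at 157 and 951 FPKM (2.59), cyp-33C8 at 65.3 and 372, djr-1.2 at a log2 ratio of 1.78, nhr-115 at 1.14 and hmgs-1 at 16 and 35.4. Not called were pgp-1 (1.0, just short of 2-fold), tars-1 (0.90), ipla-3 (0.88), M04C3.2 (0.73) and cua-1 (0.69). None of the 6 genes of the study's immune list was called. They were M04C3.2, C29F9.3 (0.61), irg-1 (0.43), mul-1 (0.36), lys-2 (0.20) and C32H11.1 (-0.26). The study followed immune genes after infection with Pseudomonas aeruginosa, so calls with atp-2 RNAi do not bear on that result. M04C3.2 is also among the genes followed by qPCR.

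In all, 252 genes were called higher and 87 lower with atp-2 RNAi in L4440, of which 198 and 54 were protein-coding with 300 nt of exon or more. With median-of-ratios scaling the split was 200 and 132, and with upper-quartile scaling 201 and 131. The 10 largest increases held B0205.14 (2.84 to 271 FPKM, 6.15), cyp-14A4 and F22B3.7, which was listed at 0 in L4440 and at 19.2 with atp-2 RNAi. The other 7, Y47D3A.35, mir-5548, C04C3.14, M60.15, C34F6.17, T23G11.12 and Y37D8A.27, had under 300 nt of exon. So had each of the 10 largest decreases (T09H2.2, F28F9.13, linc-131, Y47G6A.36, nspd-11, F10D7.9, T07A5.8, C34D10.3, Y48B6A.25 and F28C1.13). Among longer protein-coding genes, F44G3.10 (4.1), mff-2 (15.6 to 232, 3.81), D1086.9 (3.69), B0205.13 (57.6 to 578, 3.30) and F55G11.7 (3.27) followed, and C54F6.15 and ZK177.9 were listed at 0 in L4440 and at 13.2 and 11.1 with atp-2 RNAi. The lower ones were C32H11.4 (70.6 to 5.99, -3.36), ZK353.10 (-2.40), H17B01.5 (-2.34), C49H3.12 (-2.22), dhs-26 (425 to 103, -2.04), scl-2 (177 to 44.3, -1.97), C06E4.3 (-1.95) and pud-3 (-1.89). C34C12.12 and Y43F8A.1 were listed at 0 with atp-2 RNAi. B0205.14 and B0205.13 are neighbours on opposite strands of chromosome I, and their annotated spans do not overlap.

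In the columns labelled hda-1 RNAi, in which hda-1 signal was high, atp-2 RNAi came with smaller differences in the same mitochondrial genes. hsp-6 was at 116 FPKM without and 142 with atp-2 RNAi, a log2 ratio of 0.29, and hsp-60 at 28.5 and 47, a log2 ratio of 0.70. cyp-14A4 was still called higher (4.30 to 22.8, 2.17), as was ugt-62 (193 to 573, 1.56). The comparison asked what mitochondrial stress does when hda-1 is targeted. None of the 22 UPRmt genes was called, from hsp-60 through Y22D7AL.10 at 0.61 and spg-7 at 0.57 to atfs-1 at -0.01, yet the centred median of 0.24 was at percentile 100. None of the 12 genes followed by qPCR was called (cdr-4 at 0.39, hmgs-1 at 0.30, cyp-33C8 at -0.08, djr-1.2 at -0.27), nor any of the immune list (from 0.13 for M04C3.2 to -0.25 for mul-1).

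Further UPRmt genes with atp-2 RNAi in the columns labelled hda-1 RNAi, by log2 ratio, were phb-2 (0.47), E04A4.5 (0.44), tomm-40 (0.40), phb-1 (0.39), dnj-10 (0.38), C34B2.6 (0.38), tomm-22 (0.32), tomm-20 (0.30), timm-23 (0.28), tin-44 (0.27), ppgn-1 (0.26), sod-2 (0.25), ubl-5 (0.22), clpp-1 (0.12), ymel-1 (0.10), gpd-2 (0.07) and haf-1 (0.05). Genes followed by qPCR beyond those above were tars-1 (0.29), pgp-1 (0.25), cua-1 (0.17), nhr-115 (0.07) and ipla-3 (-0.21). In the immune list they were C32H11.1 (0.01), irg-1 (-0.09), C29F9.3 (-0.15) and lys-2 (-0.21).

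Mitochondrial ribosome genes stood at 0.34 and tRNA synthetases at 0.16 in that comparison, with none called. Cytochrome P450 genes lay at -0.21 (2 higher and 1 lower, with cyp-13A8 at 1.74 and cyp-34A7 at -1.30 beside cyp-14A4, with 3 lower under median-of-ratios and 2 under upper-quartile scaling) and the pals family, known from the response to intracellular pathogens, at -0.46 with none called. Female germ line markers were at 0.41. In all, 99 genes were called higher and 86 lower, 45 and 42 among longer protein-coding genes, and the balance turned under scaling, to 79 higher of 198 by median-of-ratios and to 85 higher and 105 lower by upper quartile. Each of the 10 largest increases had under 300 nt of exon (ZK1010.11, K08D8.11, F09E10.14, mir-262, F35E12.13, rrn-4.2, Y37E3.20, C56E6.14, W02B8.8 and Y48B6A.25). Of the largest decreases, the 628 nt non-coding gene Y14H12A.4 was listed at 54.5 and 0, and T09H2.2, Y47D3A.35, F11D5.33, T06E8.4, K02F2.11, C10C6.8, ZC412.13, Y41D4B.36 and T22E5.10 were short. Longer protein-coding genes that were higher included his-54 (3.07), nspe-6 (2.38), acd-1 (1.62), K10C2.8 (1.61) and T12B5.15 (1.61), and lower ones K08F11.1 (-3.01), Y50D4A.10 (-1.98), W02D7.11 (-1.93), the metallothionein gene mtl-1 (354 to 95.9, -1.87) and C37C3.10 (-1.75).

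In the dve-1 RNAi columns, hsp-6 was at 106 FPKM without and 158 with atp-2 RNAi, a log2 ratio of 0.58, and hsp-60 at 19.1 and 35.0, a log2 ratio of 0.84. B0205.14 (3.26), cyp-14A4 (3.11), B0205.13 (2.52), the astacin protease gene nas-3 (2.43) and ugt-62 (144 to 587, 2.02) were called higher. Lower were eol-1 (34 to 1.78, -3.65), B0507.10 (72.3 to 2.29, -4.48), B0507.8 (58.4 to 1.71, -4.46) and F42C5.3 (43.9 to 2.3, -3.77). The comparison asked what mitochondrial stress does when dve-1 is targeted. None of the 22 UPRmt genes was called (from hsp-60 through Y22D7AL.10 at 0.63 and spg-7 at 0.62 to haf-1 at -0.54), and their centred median was 0.36 at percentile 100. Of the genes followed by qPCR none was called, with cyp-33C8 at 0.89, cdr-4 at 0.42 and hmgs-1 at 0.39, and of the immune list 1 was, mul-1 at 1.01, which neither scaling called.

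With atp-2 RNAi in dve-1 RNAi, the log2 ratios of further UPRmt genes were E04A4.5 (0.54), tin-44 (0.53), C34B2.6 (0.48), dnj-10 (0.47), phb-2 (0.45), phb-1 (0.41), tomm-40 (0.39), ppgn-1 (0.38), tomm-20 (0.34), ymel-1 (0.32), timm-23 (0.32), tomm-22 (0.31), clpp-1 (0.29), sod-2 (0.12), gpd-2 (0.00), atfs-1 (-0.14) and ubl-5 (-0.32). Those of the genes followed by qPCR were tars-1 (0.46), nhr-115 (0.37), cua-1 (0.23), djr-1.2 (0.17), pgp-1 (0.13), M04C3.2 (0.05) and ipla-3 (0.01). Immune genes other than mul-1 were irg-1 (0.83), lys-2 (0.52), C32H11.1 (-0.11) and C29F9.3 (-0.15).

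The pals family stood lowest of the families named here in that comparison, with a centred median of -0.84 and 7 of 31 genes called lower, among them W08A12.4 (-3.36), dct-3 (-2.71), C17H1.6 (-2.71) and B0284.1 (-2.28). Mitochondrial ribosome genes were at 0.23, tRNA synthetases at 0.20 and glutathione S-transferases at 0.16, with 3 of 37 called higher (gst-38 at 1.91, gst-13 at 1.25 and gst-4 at 1.01). Cytochrome P450 genes were at -0.23 with 3 higher and 5 lower (cyp-14A3 at -2.22, cyp-35A1 at -2.11 and cyp-35A2 at -1.51 beside cyp-14A4). Sperm genes lay at -0.23 and female germ line markers at 0.26. In all, 133 genes were called higher and 208 lower, 82 and 152 among longer protein-coding genes. Of the largest increases T22D1.17 (0.965 to 39.7, 4.37) had 305 nt of exon, and W02H5.17, T21B4.18, F32B5.9, R144.18, K02G10.14, linc-33, E01H11.4, F28B4.6 and Y67A10A.342 less. The largest decreases held B0507.10 and Y105C5A.9, listed at 31.8 and 0, and 8 short genes: K08D8.11, C14F11.11, K07C10.6, F47E1.t3, F19F10.13, F55A3.8, C14A6.14 and F09E5.21. Other longer genes were F21C10.9 (2.46), F09C8.1 (2.01) and clec-45 (1.96), and fbxa-75 (-4.01), C25E10.17 (-3.13) and Y59A8B.26 (-3.11).

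**Figure D2:**
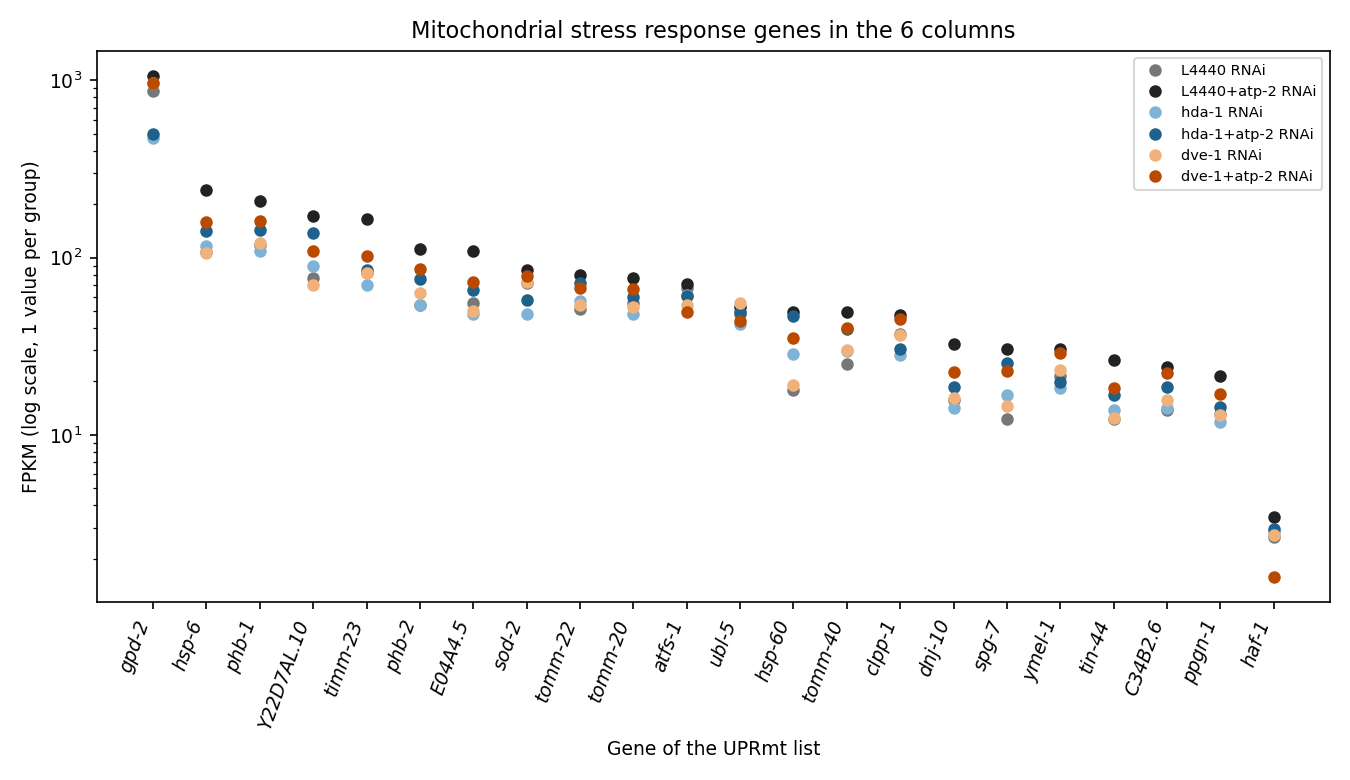
FPKM (vertical axis, log scale) of the 22 genes of the UPRmt list, 1 point per group of 2 pooled libraries. hsp-6 reaches 242 with atp-2 RNAi in L4440, 142 in the column labelled hda-1 RNAi and 158 in dve-1 RNAi.

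Histone genes were far higher, and sperm genes far lower, in the column labelled hda-1 RNAi than in L4440, the hda-1 signal itself being higher there. Of 34 core histone genes, 25 were called higher and 1 lower, with a centred median of 3.05. his-59 (chromosome IV, 7488249 to 7488659) was at 0.271 FPKM in L4440 and 100.1 in the labelled column, his-3 at 0.475 and 83.0, and his-1 at 0.423 and 54.2, while his-32 was listed at 0 and 68.1. Of 46 sperm genes, 28 were called lower and none higher, with a centred median of -2.98. The major sperm protein genes msp-40, msp-81 and msp-36 and the related ssp-37 led them, msp-40 at 29.6 in L4440 and listed at 0 in the labelled column. The comparison asked what targeting hda-1 does without mitochondrial stress. Many of these genes were near 0 in 1 of the columns, so the size of the medians follows from the settings. They were 4.98 for histones and -5.58 for sperm genes with a pseudocount of 0.1, 1.52 and -1.32 with a pseudocount of 5, and 1.73 and -2.60 with no filter. Histone and sperm genes have near-identical copies, and as only uniquely mapping reads were kept, values of single members are uncertain.

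Genes of defence and cuticle were higher in that column too. Innate immunity effectors had 24 of 69 called higher and 5 lower (centred median 0.59). The invertebrate lysozyme gene ilys-2 was listed at 0 in L4440 and 454 in the labelled column, ilys-3 at 0 and 41.1, lys-10 at 0.0856 and 93.5 and nlp-34, with 264 nt of exon, at 4.97 and 358. C-type lectins had 29 of 98 higher and 11 lower (0.36), led by clec-45 (5.64), clec-61 (5.21), clec-60 (4.96) and clec-222 (-4.86). Their centred median was 0.14 with a mean FPKM of 5, and with no filter it was 0.01 at percentile 95.4 and did not stand apart. The pals family had 13 of 31 higher and none lower (1.92), with F22G12.1 at 4.65, C31B8.4 at 3.92, F15D3.8 at 3.89 and C17H1.5 at 3.50. The size of the pals median follows from the settings, at 3.64 with a pseudocount of 0.1, 2.94 with a mean FPKM of 5 and 1.49 with no filter. Collagens had 35 of 107 higher and 1 lower (0.80), led by rol-8 (5.21), col-36 (5.19), col-12 (4.63) and col-107 (4.47), and molting genes 2 of 13 higher (0.98), mlt-10 (1.77) and noah-1 (1.16), with 1 higher under either scaling. Cytochrome P450 genes had 24 of 64 higher and 5 lower (0.87; cyp-33C1 at 3.65, cyp-33C2 at 3.34, cyp-35B2 at 3.27 and cyp-34A2 at 3.03), and glutathione S-transferases 13 of 37 higher and 1 lower (0.57; gst-33 at 3.65, gst-24 at 2.71, gst-44 at 2.55 and gst-35 at 2.32). Heat shock genes had 4 of 13 higher and 1 lower (0.54), with hsp-16.41 at 2.86, hsp-16.2 at 2.58, hsp-43 at 2.06 and hsp-70 at 1.85.

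Fatty acid, glycolysis and respiratory complex genes were lower as lists in the column labelled hda-1 RNAi, while those of the TCA cycle (-0.45), of coenzyme Q synthesis (-0.31) and of one-carbon metabolism (-0.16) did not stand apart. Fatty acid oxidation and desaturation genes lay at -0.58, with 4 of 19 called lower and 2 higher. The acyl-CoA dehydrogenase gene acdh-1 was at 1002 FPKM in L4440 and 80.7 in the labelled column (-3.62), ech-6 at a log2 ratio of -2.19 and hacd-1 at -1.53, against the desaturase gene fat-7 at 6.27 and 319.6 (5.46). Under either scaling 1 fatty acid gene was higher and 5 lower. Glycolysis genes lay at -0.49 with none called, or 2 lower under either scaling, nuclear genes of respiratory complexes I to IV at -0.43 with 1 of 33 called (cyc-2.2, -2.49), and oxidative stress genes at -0.48 with 2 higher and 2 lower (trx-1, listed at 0 and 10.5, gst-10 at 1.89, sod-3 at -1.49 and sod-1 at -1.04). Neuronal markers were at 0.49, with 3 of 22 called higher (cat-1 at 1.69, sbt-1 at 1.07 and snt-1 at 1.05) or 1 under either scaling, and female germ line markers at -0.18. The UPRmt list, at -0.28 and percentile 5.35, did not stand apart, and its members ranged from 0.64 for hsp-60 to -0.88 for gpd-2. Of the genes followed by qPCR 1 was called, cyp-33C8 at 1.02, and of the immune list none was, from irg-1 and mul-1 at 0.50 and 0.53 to lys-2 at -0.77.

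Other UPRmt genes in the column labelled hda-1 RNAi, relative to L4440, were spg-7 (0.43), tomm-40 (0.24), Y22D7AL.10 (0.21), tin-44 (0.15), tomm-22 (0.15), hsp-6 (0.11), haf-1 (0.06), C34B2.6 (0.03), phb-2 (-0.01), phb-1 (-0.10), atfs-1 (-0.13), dnj-10 (-0.14), ppgn-1 (-0.15), tomm-20 (-0.19), ubl-5 (-0.19), E04A4.5 (-0.20), ymel-1 (-0.20), timm-23 (-0.23), clpp-1 (-0.38) and sod-2 (-0.57). The remaining genes followed by qPCR were djr-1.2 (1.09), cdr-4 (0.42), tars-1 (0.12), hmgs-1 (-0.05), cua-1 (-0.12), ipla-3 (-0.18), pgp-1 (-0.31), nhr-115 (-0.42) and M04C3.2 (-0.68). In the immune list, C32H11.1 was at 0.41 and C29F9.3 at -0.74.

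In all, 1169 genes were called higher and 434 lower in the column labelled hda-1 RNAi than in L4440, 1062 and 376 among longer protein-coding genes. The split was 961 and 596 by median-of-ratios and 951 and 605 by upper-quartile scaling. The largest increases also held pud-4 (3.59 to 959, 7.71), pud-3 (8.39 to 1505, 7.33), the cathepsin B-like gene cpr-1 (22.2 to 1687, 6.18) and C17G1.1, listed at 0 and 110.3, with the short genes Y47D3A.35 and F32F2.4, the last listed at 0 and 1951 on 102 nt of exon. The largest decreases were C44B7.5 (734 to 10.5, -6.0), F55B11.3 (334 to 4.68, -5.88), B0513.4 (276 to 3.94, -5.81) and Y48E1B.8 (88.4 to 0.707, -5.71). With them ranked the short genes Y76B12C.11, T06H11.11, F28F9.13, linc-131, Y47G6A.36 and F32B5.9. Further longer genes were F54F7.2 (-5.38), T12B5.15 (-5.31), Y37H2A.13 (-5.28), F55B11.2 (-5.26), ZK813.2 (-5.25) and F53H4.2 (-5.24).

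With atp-2 RNAi added to both, the column labelled hda-1 RNAi, hda-1 signal again being higher, showed lower levels of the mitochondrial stress genes than L4440. hsp-6 was at 242 FPKM in L4440 and 142 in the labelled column (-0.76), timm-23 at 165 and 84.8 (-0.95) and dnj-10 at 32.6 and 18.7 (-0.77), while hsp-60 was alike, at 49.3 and 47 (-0.07). The UPRmt list had a centred median of -0.67 at percentile 0, though 1 of 22 genes was called, gpd-2 (-1.09), which encodes a glycolytic enzyme, and 2 under either scaling. The comparison asked which genes differ under mitochondrial stress when hda-1 is targeted. Of the 12 genes followed by qPCR, 6 were called lower (cdr-4 at -1.79, cyp-33C8 at -1.55, nhr-115 at -1.5, M04C3.2 at -1.29, ipla-3 at -1.27 and pgp-1 at -1.05), and 3 of the 6 immune genes (C29F9.3 at -1.49, M04C3.2 and lys-2 at -1.18). The former count was 7 under either scaling and 3 with a pseudocount of 5. Both lists are the study's own choice and not independent evidence.

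UPRmt genes not yet given were, in the column labelled hda-1 RNAi with atp-2 RNAi, ubl-5 (-0.09), tomm-22 (-0.15), haf-1 (-0.17), atfs-1 (-0.22), spg-7 (-0.25), tomm-40 (-0.31), Y22D7AL.10 (-0.32), tomm-20 (-0.36), C34B2.6 (-0.36), phb-1 (-0.54), ppgn-1 (-0.55), sod-2 (-0.55), phb-2 (-0.57), ymel-1 (-0.59), tin-44 (-0.61), clpp-1 (-0.62) and E04A4.5 (-0.71). For the uncalled genes followed by qPCR the values were tars-1 (-0.49), cua-1 (-0.64), hmgs-1 (-0.81) and djr-1.2 (-0.96). Uncalled immune genes were C32H11.1 (0.68), irg-1 (-0.02) and mul-1 (-0.08).

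Core histones (25 of 34 higher, centred median 3.37; his-59 at 6.09, his-3 at 5.83, his-1 listed at 0 in L4440 and his-32 listed at 0 and 67.0 FPKM) and sperm genes (33 of 46 lower, -3.27; msp-40 at 34.2 and 0, msp-81 at -4.76, ssp-37 at -4.68 and msp-36 at -4.66) differed in the same direction as without atp-2 RNAi. Collagens were higher as a list (34 of 107 higher and none lower, 0.69; col-43 at 4.94, col-12 at 4.91, rol-8 at 4.53 and col-36 at 3.96), as were the pals family, less so than without atp-2 RNAi (9 higher and 2 lower, 1.46; C31B8.4 at 3.32, F15D3.8 at 3.22, B0284.1 at 2.74 and W08A12.4 at 2.68) and immunity effectors (28 higher and 10 lower, 0.55; ilys-2 at 8.27, lys-10 at 6.42, nlp-34 at 5.78 and spp-12 at 4.95). Metal response genes were lower, with a centred median of -1.0 and 5 of 10 called lower against 2 higher (mtl-1 at -3.48, cdr-2 at -2.06, cdr-6 at -1.83 and cdr-4 at -1.79). Coenzyme Q genes lay at -0.64 (coq-1 at -1.09 and coq-8 at -1.02), and oxidative stress genes at -0.65 with sod-3 at 288 and 29.5 FPKM (-3.24), trx-1 (2.97), gst-10 (1.57) and sod-1 (-1.15). Of the oxidative stress genes 2 were higher and 2 lower, with 6 lower under median-of-ratios and 5 under upper-quartile scaling. Cytochrome P450 genes stood at 0.28 (15 higher and 9 lower; cyp-34A2 at 3.24, cyp-33C1 at 3.07, cyp-25A1 at -2.96 and cyp-35B2 at 2.74), a sign that flipped when a mean FPKM of 5 was required. The split was 11 and 13 under median-of-ratios and 12 and 12 under upper-quartile scaling. Neuronal markers stood at 0.51 with 2 of 22 higher (cat-1 at 1.86 and snt-1 at 1.05), or 1 under either scaling, and female germ line markers at -0.23 with none called.

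In all, 1124 genes were called higher and 579 lower in that comparison, 1013 and 504 among longer protein-coding genes. The split was 872 and 727 by median-of-ratios and 922 and 694 by upper-quartile scaling. The largest increases were pud-4 (8.49), pud-3 (8.38), ilys-2, C17G1.1 (6.68) and lys-10, with F32F2.4, ZK1010.11, K08D8.11, F09E10.14 and mir-262 among short genes. The largest decreases were F56D6.9 (1585 to 26.2, -5.86), C44B7.5 (-5.86), H39E23.3 (420 to 8.43, -5.48), Y48E1B.8 (-5.41), B0513.4 (-5.36) and ttr-42 (-5.33), with Y47D3A.35, mir-5548, M60.15 and C34F6.17 among short genes. Further longer genes were cpr-1 (6.05) and clec-45, listed at 0 and 59, and F56D6.8 (-5.09), F54F7.2 (-5.09) and F55B11.3 (-4.99).

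The saposin-like genes spp-9, spp-12 and spp-21 and the sperm genes were higher in dve-1 RNAi than in L4440. spp-9 (chromosome X, 11487784 to 11488203) was listed at 0 in L4440 and 2266 in dve-1 RNAi, spp-21 at 0 and 157, and spp-12 (chromosome V, 13889816 to 13890327) at 0.672 and 959.9, a log2 ratio of 9.17. Of 46 sperm genes, 37 were called higher and none lower, with a centred median of 1.61, among them msp-65 (2.61), msp-79 (2.52), msp-3 (7.90 to 49, 2.49) and msp-31 (2.29). The folate transporter gene folt-2 was lower (475 to 28.7, -4.0), as were gst-38 (64.3 to 2.16, -4.37) and the saposin-like gene spp-1 (333 to 39.5, -3.05). The comparison asked what targeting dve-1 does without mitochondrial stress.

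Innate immunity effectors had 17 of 69 higher and 7 lower in that comparison (centred median 0.10), with lys-4 at 9.42 and 669 (6.01) after the saposin-like genes. Collagens had 27 of 107 higher and none lower (0.39), led by col-107 (6.97), col-130 (6.34), dpy-5 (5.63) and col-71 (4.96). Molting genes had 3 of 13 higher (0.41; wrt-10 at 3.22, phg-1 at 2.17 and noah-1 at 1.04) and the pals family 7 of 31 (0.96; F22G12.1 at 5.62, C17H1.7 at 4.62, B0284.1 at 3.51 and W08A12.4 at 3.44). The pals median was 2.13 with a pseudocount of 0.1, 1.99 with a mean FPKM of 5 and 0.95 with no filter. Vitellogenins lay at -1.04, with vit-1 called lower (1874 to 808, -1.21) and 4 of 6 lower under either scaling. Intestinal markers lay at -0.64, with 2 of 13 higher and 3 lower (cpr-1 at 6.52, pho-1 at -1.85, mtl-2 at -1.68 and cpr-6 at -1.34) or 1 and 4 under either scaling, and female germ line markers at 0.34 with 1 of 25 called (pos-1, 1.04), which neither scaling called. Fatty acid genes lay at -0.31 with 4 higher and 3 lower (fat-7 at 2.95, acdh-2 at 2.38, acdh-1 at -1.75 and hacd-1 at -1.45), and UDP-glucuronosyltransferases at -0.40 with 6 higher and 5 lower (ugt-14 at 1.87, ugt-19 at -1.69, ugt-21 at 1.51 and ugt-31 at -1.49). The latter split turned to 4 and 13 under median-of-ratios and 4 and 14 under upper-quartile scaling. The UPRmt list, at -0.18 and percentile 6.92, did not stand apart, its members lying between 0.27 for tomm-40 and -0.31 for atfs-1. Of the genes followed by qPCR 1 was called, cdr-4 at 157 and 467 (1.57), and of the immune list 2 were, irg-1 at 13 and 1.46 (-2.47) and mul-1 at -1.32.

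Between L4440 and dve-1 RNAi, the ratios of the other UPRmt genes were spg-7 (0.24), phb-2 (0.21), ubl-5 (0.19), C34B2.6 (0.18), gpd-2 (0.15), ymel-1 (0.11), hsp-60 (0.09), tomm-22 (0.07), phb-1 (0.04), dnj-10 (0.04), haf-1 (0.03), sod-2 (0.01), tin-44 (0.01), timm-23 (-0.01), clpp-1 (-0.02), hsp-6 (-0.02), ppgn-1 (-0.03), tomm-20 (-0.07), Y22D7AL.10 (-0.13) and E04A4.5 (-0.15). Among genes followed by qPCR they were pgp-1 (0.41), djr-1.2 (0.26), cyp-33C8 (0.03), hmgs-1 (-0.01), ipla-3 (-0.02), nhr-115 (-0.07), cua-1 (-0.08), tars-1 (-0.17) and M04C3.2 (-0.80). The uncalled immune genes were C32H11.1 (0.31), C29F9.3 (-0.04) and lys-2 (-0.43).

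In all, 944 genes were called higher and 298 lower in dve-1 RNAi than in L4440, 833 and 254 among longer protein-coding genes. The split was 756 and 490 by median-of-ratios and 739 and 502 by upper-quartile scaling. The largest increases also held T20B6.3 (7.53), R07E3.2 (7.07) and D1086.9 (6.73), and the short genes F32F2.4, K08D8.11 and C05D9.12. Beside gst-38, the largest decreases were of the short genes T09H2.2, T06H11.11, F28F9.13, linc-131, Y47G6A.36, Y57G11A.226, F32B5.9, nspd-11 and F10D7.9. Further longer genes were cpr-1 (6.52), clec-60 (6.51), grd-4 (-4.20), W02D7.5 (-3.32), ZK1193.2 (-3.19), lipl-3 (-3.09), oac-20 (-3.08), skr-12 (-3.0) and H25K10.1 (-3.0).

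With atp-2 RNAi added to both, mitochondrial stress genes were lower in dve-1 RNAi than in L4440. hsp-6 was at 242 FPKM in L4440 and 158 in dve-1 RNAi (-0.61), timm-23 at 165 and 101 (-0.70), Y22D7AL.10 at 171 and 109 (-0.64) and hsp-60 at 49.3 and 35.0 (-0.48). The UPRmt list had a centred median of -0.49 at percentile 0, with none of its 22 genes called, the lowest being haf-1 at -0.79 and the highest ymel-1 at -0.07. The comparison asked which genes depend on dve-1 under mitochondrial stress. Of the genes followed by qPCR, 3 of 12 were called lower (cyp-33C8 at -1.57, M04C3.2 at -1.49 and djr-1.2 at -1.35), and of the immune list 2 of 6 (irg-1 at -2.07 and M04C3.2), again lists of the study's own choice. The former count was 4 under either scaling, 1 with a pseudocount of 5 and 1 of 10 with a mean FPKM of 5.

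Also in dve-1 RNAi with atp-2 RNAi, UPRmt genes were listed with ratios that included clpp-1 (-0.08), sod-2 (-0.10), C34B2.6 (-0.12), gpd-2 (-0.13), tomm-20 (-0.21), tomm-22 (-0.25), ubl-5 (-0.25), tomm-40 (-0.29), ppgn-1 (-0.31), phb-2 (-0.37), phb-1 (-0.38), spg-7 (-0.40), tin-44 (-0.50), dnj-10 (-0.50), atfs-1 (-0.52) and E04A4.5 (-0.56). Uncalled genes followed by qPCR were pgp-1 (-0.45), cua-1 (-0.55), cdr-4 (-0.61), tars-1 (-0.61), hmgs-1 (-0.68), nhr-115 (-0.85) and ipla-3 (-0.89). Of the immune list, the uncalled genes were C32H11.1 (0.45), lys-2 (-0.12), mul-1 (-0.66) and C29F9.3 (-0.79).

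Sperm genes stood at 1.18 with 33 of 46 higher (msp-38 at 1.90, msp-49 at 1.66, msp-65 at 1.60 and msp-45 at 1.55). Collagens stood at 0.20 with 22 of 107 higher and none lower (col-107 at 5.17, col-130 at 3.47, col-110 at 3.45 and rol-8 at 3.37), and immunity effectors at 0.26 with 18 higher and 7 lower (spp-9 at 8.33, spp-12 at 7.65, lys-6 at 6.40 and spp-21 at 5.18). The pals family did not stand apart here (-0.00), with 3 higher and 1 lower (F22G12.1 at 1.96, C17H1.7 at 1.55, F26D11.6 at -1.33 and B0284.1 at 1.05). Metal response genes lay at -0.69 with 1 of 10 called (mtl-2, -1.68) and 2 under either scaling, coenzyme Q genes at -0.35 with none called, and vitellogenins at -0.71 with none called. Cytochrome P450 genes lay at -0.22 with 2 higher and 9 lower (cyp-35A3 at 2.62, cyp-37B1 at -2.53, cyp-32B1 at -2.42 and cyp-14A4 at -1.72). Intestinal markers lay at -0.25 with 1 of 13 higher and 2 lower (cpr-1 at 5.43, pho-1 at -1.75 and mtl-2), and female germ line markers at 0.21 with none called.

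In all, 641 genes were called higher and 319 lower in that comparison, 550 and 269 among longer protein-coding genes. The largest increases also held T20B6.3 (6.85), R07E3.2 (6.65), B0348.2 (6.25) and Y37A1B.7, listed at 0 and 58.8, and the short genes F32F2.4, W02H5.17 and T21B4.18. The largest decreases held grd-4 (21.3 to 0.324, -4.07) and the short genes Y47D3A.35, mir-5548, M60.15, C34F6.17, Y57G11A.226, Y37D8A.27, linc-51, F35E12.12 and F19F10.13. Further longer genes were F22B3.7 (-3.86), C54F6.18 (-3.76), folt-2 (-3.38), srr-6 (-3.16), T02B5.1 (-3.06), lipl-1 (-2.99) and mff-2 (-2.96).

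Of the 44 lists, 22 stood apart for atp-2 RNAi in L4440, 15 in the columns labelled hda-1 RNAi, where hda-1 signal was high, and 20 in dve-1 RNAi. For hda-1 and dve-1 RNAi they numbered 19 and 15 without and 22 and 24 with atp-2 RNAi. Core histones, at -0.11 for atp-2 RNAi in L4440 and -0.22 for dve-1 RNAi, had medians of 0 before centring and did not stand apart there under either scaling, where the first value turned to 0.03 and 0.02 and the second to 0 under median-of-ratios and 0.02 under upper-quartile scaling. Without the sperm and core histone lists, the column labelled hda-1 RNAi had 1144 genes higher and 405 lower than L4440, and dve-1 RNAi 906 and 298.

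**Figure D3:**
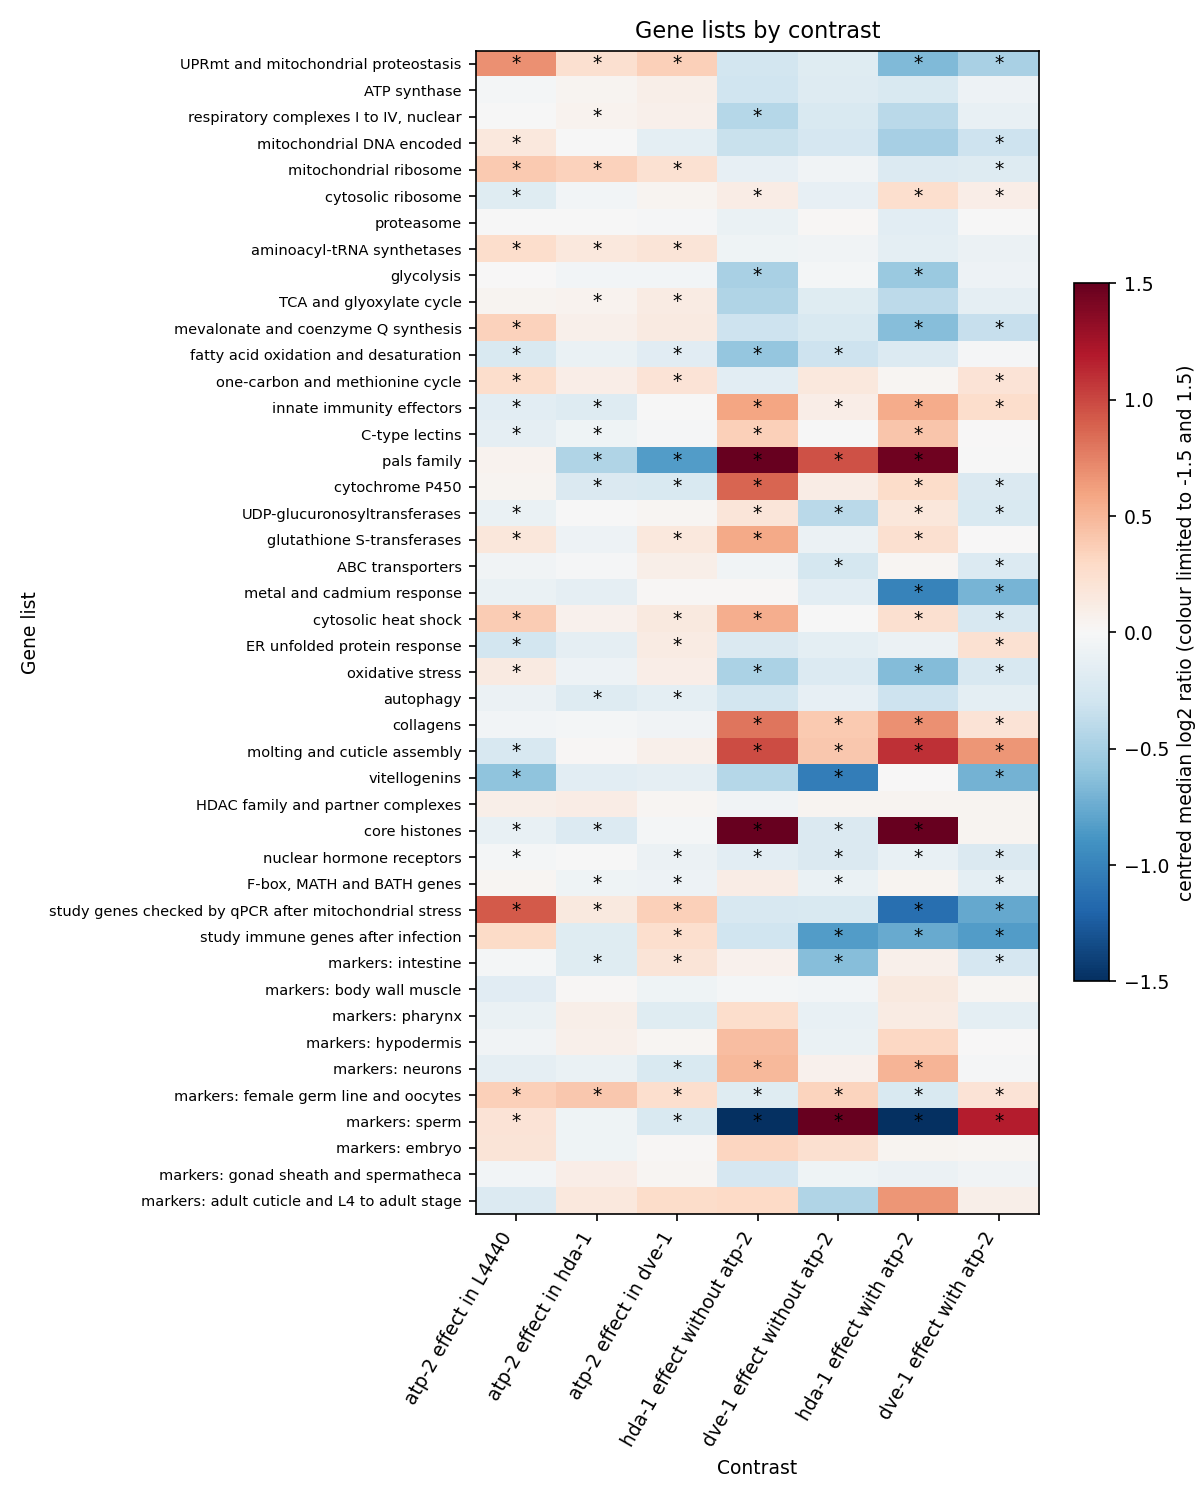
Centred median log2 ratio (colour, limited to -1.5 and 1.5) of the 44 gene lists (vertical axis) in the 7 comparisons (horizontal axis), with stars on lists that stood apart from matched random lists. Core histones reach 3.05 and sperm genes -2.98 in the column labelled hda-1 RNAi, and the sign of core histones flips for atp-2 RNAi in L4440 under both other scalings and for dve-1 RNAi without atp-2 RNAi under upper-quartile scaling.

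The difference between responses to atp-2 RNAi was taken directly, to ask whether induction itself was smaller in the other backgrounds. For dve-1 RNAi the dve-1 signal was reduced less with atp-2 RNAi, to 73.1% of the control against 43.8% without. Part of that change lies in the control, where dve-1 was at 25.4 FPKM without and 19.6 with atp-2 RNAi. In dve-1 RNAi it was at 11.1 and 14.3, and that signal may hold trigger reads. Differences in that background cannot be separated from a weaker reduction of dve-1. For hsp-6 the log2 difference was -0.87 in the columns labelled hda-1 RNAi, in which hda-1 signal was high, and -0.59 in dve-1 RNAi, and for hsp-60 -0.71 and -0.57. The UPRmt list had centred medians of -0.38 and -0.33, with no member called in either, from hsp-6 to ubl-5 at 0.10 in the first and from haf-1 at -0.83 to clpp-1 at -0.06 in the second. Of the genes followed by qPCR, 5 were called smaller in the columns labelled hda-1 RNAi (cyp-33C8 at -2.57, cdr-4 at -2.2, djr-1.2 at -2.05, ipla-3 at -1.09 and nhr-115 at -1.08; 3 under upper-quartile scaling) and 3 in dve-1 RNAi (cdr-4 at -2.18, djr-1.2 at -1.61 and cyp-33C8 at -1.60). No gene of the immune list was called in either, the lowest being C29F9.3 at -0.75 in both.

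For further UPRmt genes, the difference in the columns labelled hda-1 RNAi was sod-2 (0.01), atfs-1 (-0.08), tomm-20 (-0.17), gpd-2 (-0.21), haf-1 (-0.24), clpp-1 (-0.24), tomm-22 (-0.30), ymel-1 (-0.39), C34B2.6 (-0.40), ppgn-1 (-0.40), phb-1 (-0.44), E04A4.5 (-0.52), Y22D7AL.10 (-0.53), tomm-40 (-0.55), phb-2 (-0.56), dnj-10 (-0.63), spg-7 (-0.68), timm-23 (-0.72) and tin-44 (-0.76). For further genes followed by qPCR it was cua-1 (-0.52), tars-1 (-0.61), M04C3.2 (-0.61), pgp-1 (-0.74) and hmgs-1 (-0.77). For immune genes it was C32H11.1 (0.27), lys-2 (-0.41), irg-1 (-0.52) and mul-1 (-0.61).

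In dve-1 RNAi the differences of further UPRmt genes were sod-2 (-0.11), tomm-20 (-0.14), ymel-1 (-0.17), atfs-1 (-0.21), gpd-2 (-0.28), ppgn-1 (-0.28), C34B2.6 (-0.29), tomm-22 (-0.31), E04A4.5 (-0.41), phb-1 (-0.42), ubl-5 (-0.45), tin-44 (-0.50), Y22D7AL.10 (-0.51), dnj-10 (-0.54), tomm-40 (-0.56), phb-2 (-0.58), spg-7 (-0.64) and timm-23 (-0.68). Those of genes followed by qPCR were tars-1 (-0.44), cua-1 (-0.47), hmgs-1 (-0.68), M04C3.2 (-0.69), nhr-115 (-0.78), pgp-1 (-0.87) and ipla-3 (-0.87). The immune genes were mul-1 (0.65), irg-1 (0.39), lys-2 (0.31) and C32H11.1 (0.15).

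Heat shock genes had centred medians of -0.42 and -0.26 in these differences, with 4 and 3 of 13 called smaller (hsp-12.6 at -1.61, hsp-70 at -1.5, hsp-12.3 at -1.31 and hsp-16.2 at -1.03 in the first, and hsp-70 at -1.68, hsp-12.3 at -1.22 and hsp-12.6 at -1.07 in the second). Cytochrome P450 genes had -0.22 and -0.24, with 11 and 12 of 64 called smaller and none larger. They were led by cyp-14A4 (-3.02), cyp-13A12 (-2.61), cyp-33C8 and cyp-33C2 (-2.17) in the first and cyp-13A12 (-2.28), cyp-13A8 (-2.18), cyp-14A4 (-2.08) and cyp-13B1 (-1.84) in the second. The pals family was at -0.46 and -1.04, with 3 and 8 of 31 called smaller (C17H1.7 at -2.63, F22G12.1 at -2.34 and Y82E9BR.4 at -1.2, and F22G12.1 at -3.67, W08A12.4 at -3.09, C17H1.7 at -3.07 and dct-3 at -2.78). Sperm genes were at -0.31 and -0.41 in the same differences. Cytosolic ribosome genes lay at 0.12 and 0.24, and none was called.

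In all, 160 genes had a larger and 314 a smaller response in the columns labelled hda-1 RNAi, 86 and 228 among longer protein-coding genes, and 152 and 370 in dve-1 RNAi, 84 and 280 among these. For dve-1 RNAi the split was 195 and 316 by median-of-ratios and 199 and 306 by upper-quartile scaling, and the median of all genes was -0.04 and -0.11. The 10 largest positive differences were of short genes in both (ZK1010.11, K08D8.11, Y48B6A.25, F10D7.9, F09E10.14, mir-262, F35E12.13, F28F9.13, linc-131 and Y47G6A.36, and W02H5.17, T21B4.18, T09H2.2, nspd-11, F32B5.9, F28F9.13, linc-131, Y47G6A.36, R144.18 and K02G10.14). The largest negative ones in the columns labelled hda-1 RNAi were of Y14H12A.4, listed at 54.5 in 1 column and 0 in the others, and of Y47D3A.35, mir-5548, K03B8.22, C04C3.14, F11D5.33, T23G11.12, M60.15, C34F6.17 and Y46E12BL.11, which are short. In dve-1 RNAi they were of D1086.9 (-5.89) and the short genes K08D8.11, Y47D3A.35, mir-5548, F40H3.12, C14F11.11, R08C7.1, K07C10.6, F47E1.t3 and K04F10.8. Among longer genes, B0205.14 (-4.77), F44G3.10 (-4.76) and C54F6.18 (-4.12) had smaller and C32H11.4 (2.81) and C06E4.3 (2.72) larger values in the first, and B0507.10 (-4.53), B0507.8 (-4.36) and F42C5.3 (-4.04) smaller and C49H3.12 (3.84) and T22D1.17 (3.83) larger values in the second.

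mff-2, a small gene on chromosome I (5657917 to 5658712), was among the induced genes that were lower in both other backgrounds. With atp-2 RNAi it was at 232 FPKM in L4440, 25.2 in the column labelled hda-1 RNAi, where hda-1 signal was high, and 28.8 in dve-1 RNAi. stl-1 (chromosome I, 9486645 to 9488029), which encodes a stomatin-like protein, was at 131, 33.2 and 51.4 in these columns and at 18 in L4440 without atp-2 RNAi. The copper chaperone gene cuc-1 was at 488, 194 and 241, the mitochondrial elongation factor gene tsfm-1 at 66.5, 27.4 and 29.8, and cir-1 at 51.5, 23 and 23. These examples were chosen after their values were seen. The question was which induced genes are lower when hda-1, dve-1 or either is targeted.

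Of the 252 genes called higher with atp-2 RNAi in L4440, 105 (41.7%) were called lower in the column labelled hda-1 RNAi with atp-2 RNAi and 97 (38.5%) in dve-1 RNAi with atp-2 RNAi. Both held for 59 genes, which is 56.2% of the first list and 60.8% of the second, where independent lists of these sizes would share 40.4. Among the 59 were cyp-14A4, ugt-62, ugt-19, gst-7, pgp-9, cpr-5, cyp-33C8 and spp-23. The L4440 column with atp-2 RNAi serves as control in both lists and also selects the induced genes. It cannot be divided, so part of the excess may come from it. Counted instead as a response smaller by 2-fold, the lists held 166 genes for the columns labelled hda-1 RNAi, 141 for dve-1 RNAi and 126 for both, against 92.9 for independent lists. Counted as not called higher, they held 233, 209 and 202, against 193. The median log2 ratio of the 252 genes was 1.45 in L4440, 0.20 in the columns labelled hda-1 RNAi and 0.39 in dve-1 RNAi. The ratio was smaller than in L4440 for 251 and 238 of them, and 19 and 43 were called higher there. Choosing genes by a high ratio in L4440 raises that ratio, so these counts are in part set by the choice.

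The 12 genes called higher with atp-2 RNAi in each of the 3 backgrounds were B0205.14, cyp-14A4, C32H11.9, T16G1.6, dod-21, ugt-62, nas-3 and R193.2 and the short genes F25D1.11, nspe-1, fipr-16 and C06A1.12. C32H11.9 was at 5.29 and 42.6 FPKM in L4440, at 10.5 and 29.2 in the columns labelled hda-1 RNAi and at 139.7 and 359.9 in dve-1 RNAi, and dod-21 at 6.73 and 47.4, 19.8 and 42, and 83.6 and 225.

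**Figure D4:**
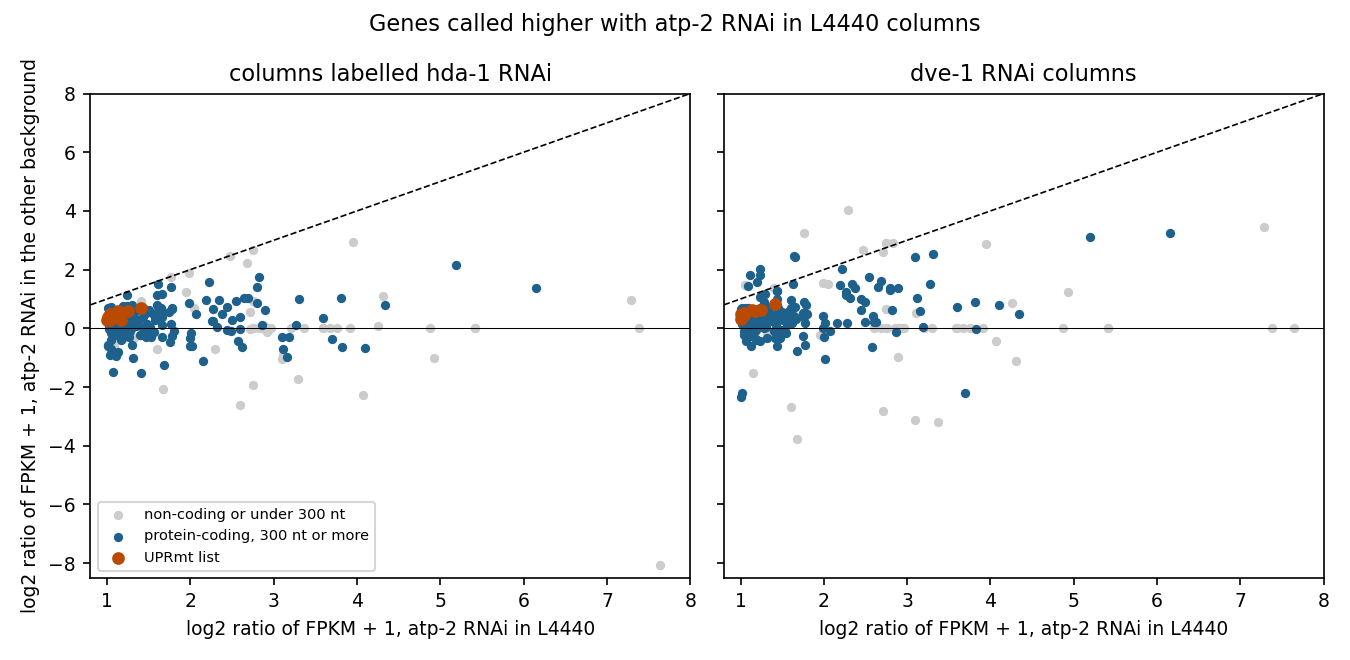
Log2 ratio with atp-2 RNAi in L4440 (horizontal axis) against that in the columns labelled hda-1 RNAi (left) and in dve-1 RNAi (right) for the 252 genes called higher in L4440, 1 point per gene, with the dashed line at equal ratios. Of these, 251 lie below the line on the left and 238 on the right.

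cpr-1, clec-60, clec-61, rol-8 and col-107 were higher than in L4440 both in the column labelled hda-1 RNAi, with its higher hda-1 signal, and in dve-1 RNAi, and acdh-1, ech-6 and hacd-1 lower in both. cpr-1 was at 22.2 in L4440, 1687 and 2123, and acdh-1 at 1002, 80.7 and 298. Without atp-2 RNAi, 286 genes were higher in both and 97 lower in both, where independent lists would share 82.7 and 9.70. With atp-2 RNAi, 203 were higher and 129 lower in both, against 54 and 13.8. The question was whether targeting hda-1 and dve-1 affects the same genes. Simulated columns without differences, compared with 1 shared control, gave at most 3 genes in either direction, but hold no true differences to share. The covariance of the log2 ratios across genes, which are not independent replicates, was 0.230 without and 0.207 with atp-2 RNAi, against 0.0137 and 0.0121 in the simulations, or 0.0340 and 0.0331 with an added spread of 0.172 log2 per column. The correlation went the other way, at 0.277 without and 0.278 with atp-2 RNAi against 0.514 and 0.506 in the simulations. With a shared control and no differences the simulated correlation is set by the design, and differences that are not shared lower it. This comparison of correlations therefore decides nothing. The added spread was set from the middle of the genes, so larger chance differences in the control column are not in it. The covariance thus cannot separate differences shared by both backgrounds from a chance difference of that column. Because the control column is shared and cannot be divided, part of the excess in overlap and covariance may come from it.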

Values the study reported

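A figure legend of the study says that differentially expressed genes were selected by an adjusted p-value from Cuffdiff. The calls given above rest instead on the size of a ratio and a minimum level, taken from pooled values without a test. The counts below and those above are therefore not like measures, and a gap between them is not a discrepancy in itself. The study reported that 805 genes were higher with atp-2 RNAi. It reported 283 of them as dependent on hda-1, 218 as dependent on dve-1 and 139 as dependent on both, or 49.1% and 63.8% of these lists. It gave 284 and 374 genes as regulated by both under normal and stress conditions. By ChIP, it reported HDA-1 binding less than 500 bp from the start of 169 (59.7%) of the genes dependent on hda-1, and DVE-1 binding at 175 (80.3%) of those dependent on dve-1.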

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

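The differences given here were not tested, since each group had 1 value. H39E23.3 was higher with atp-2 RNAi in L4440 (1.68) and lower in the columns labelled hda-1 RNAi (-1.25), a log2 difference of 2.93. F56D6.9 had 1.07 and -1.49 in these backgrounds, a difference of 2.56, and F55B12.10 had 1.40 and -1.51, a difference of 2.92.

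D1086.9 was higher with atp-2 RNAi in L4440 (3.69) and lower in dve-1 RNAi (-2.2), a difference of 5.89 that was not tested. C49H3.12 had -2.22 and 1.63 in the same backgrounds, a difference of -3.84. Genes of the unfolded protein response of the endoplasmic reticulum had centred medians of -0.27 and 0.13, a difference of -0.40, and sperm genes 0.20 and -0.23, a difference of 0.43.

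C25E10.17 was higher with atp-2 RNAi in the columns labelled hda-1 RNAi (1.35) and lower in dve-1 RNAi (-3.13), a difference of 4.48 that was not tested. Y50D4A.10 had -1.98 and 1.02, a difference of -3.0. Markers of the intestine had centred medians of -0.18 and 0.20, a difference of -0.38.

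cyp-33C8 was higher in the column labelled hda-1 RNAi than in L4440 without atp-2 RNAi (1.02) and lower with it (-1.55), a difference of 2.57 that was not tested. T23F2.4 had 2.54 and -1.27, a difference of 3.81. B0205.14 had 2.36 and -2.41, a difference of 4.77, and C54F6.18 had 1.94 and -2.19, a difference of 4.12.

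C49H3.12 was lower in dve-1 RNAi than in L4440 without atp-2 RNAi (-1.15) and higher with it (2.69), a difference of -3.84 that was not tested. B0205.14 had 1.55 and -1.34, a difference of 2.89. C34C12.12 had -1.06 and 2.74, a difference of -3.80.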

How the results depend on the processing

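No paired analysis was possible because each group had 1 pooled value. For the same reason leaving out a library, replicate number as a block, the choice of samples in the fit, a trend of variance on mean and the confidence bounds of the authors could not be run. Counts are of genes called in either direction, and 162 of 213 alternative values lay within 1.5 times the first. A threshold of 1.5-fold gave 965, 628 and 826 genes for atp-2 RNAi in L4440, in the columns labelled hda-1 RNAi and in dve-1 RNAi, 2861 and 2273 for the columns labelled hda-1 RNAi and for dve-1 RNAi without and 3042 and 1811 with atp-2 RNAi, 1190 and 1360 for the interactions, and 246, 222 and 133 induced genes counted as dependent in the columns labelled hda-1 RNAi, in dve-1 RNAi and in both. In the same order, 3-fold gave 155, 97, 159, 939, 675, 958, 455, 226, 269, 51, 42 and 31. A pseudocount of 5 gave 118 and 218 for atp-2 RNAi in the columns labelled hda-1 RNAi and in dve-1 RNAi, 810 for dve-1 RNAi without and 1133 and 608 for the columns labelled hda-1 RNAi and for dve-1 RNAi with atp-2 RNAi, 290 and 330 for the interactions and 61 genes dependent on dve-1. A mean FPKM of 5 gave 101 and 219 for atp-2 RNAi in these columns, 304 and 337 for the interactions and 68, 59 and 33 dependent genes. A minimum level of 10 gave 225 for atp-2 RNAi in dve-1 RNAi and 64 genes dependent on dve-1, and a level of 1 gave 2484 and 2619 for the columns labelled hda-1 RNAi without and with atp-2 RNAi. Protein-coding genes of 300 nt or more, added after the values were seen, gave 87 for atp-2 RNAi in the columns labelled hda-1 RNAi, 314 for the interaction in these columns and 35 genes dependent on both. Dependence as a smaller response gave 166 for the columns labelled hda-1 RNAi and 126 for both, and as not called 233, 209 and 202. None of the 353 pairs of named gene and comparison turned its direction under any alternative, but calls were lost for 26 with a pseudocount of 5, 58 with a mean FPKM of 5, 38 with a minimum level of 10, 34 with 3-fold, 9 and 11 under the scalings and 134 among protein-coding genes of 300 nt or more. Of list medians, 158 to 174 of 179 that stood apart kept their side, or 167 of 178 with a mean FPKM of 5. The size of a median was over 1.5 times apart for 67 of them with a pseudocount of 5, 48 with no filter, 28 with a mean FPKM of 5, 16 with a pseudocount of 0.1, and 9 and 7 under median-of-ratios and upper-quartile scaling.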

Other observations

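The neighbouring innexin genes inx-8 and inx-9, which encode gap junction proteins of the somatic gonad, differed in opposite directions in the columns labelled hda-1 RNAi, where the hda-1 signal was high. inx-8 was at 118.6 FPKM in L4440 and 14.1 in the labelled column, and inx-9 at 27.9 and 143. tbh-1, which encodes the enzyme that makes octopamine, was at 505 and 14.9, and with atp-2 RNAi at 540 and 18.2. The metallothionein genes parted as well. mtl-2 was at 954 in L4440, 2585 in the labelled column and 297 in dve-1 RNAi, while mtl-1 was at 1296, 354 and 1529. These genes were chosen after their values were seen.

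eol-1, B0507.8 and F42C5.3, also chosen after their values were seen, were higher in dve-1 RNAi than in L4440, and less so with atp-2 RNAi. The dve-1 signal was also reduced less with atp-2 RNAi, to 73.1% of the control against 43.8% without. Part of that change lies in the control, where dve-1 was at 25.4 FPKM without and 19.6 with atp-2 RNAi. These columns cannot separate the effect of atp-2 RNAi from a weaker reduction of dve-1. B0507.8 was at 0.361 in L4440, 58.4 in dve-1 RNAi and 1.71 with atp-2 RNAi added to it, F42C5.3 at 1.06, 43.9 and 2.3, and eol-1 was at 0.855 in L4440, 34 in dve-1 RNAi and 1.78 with atp-2 RNAi in dve-1 RNAi, and in the columns labelled hda-1 RNAi at 86.2 and 60.9. The 12 genes of mitochondrial DNA had centred medians of 0.16 with atp-2 RNAi in L4440 (percentile 99.8), -0.01 in the columns labelled hda-1 RNAi and -0.15 in dve-1 RNAi, with none called. Of these, atp-6 and ctb-1 were also chosen after their values were seen. atp-6, which encodes another subunit of the ATP synthase, was at 2486 without and 1671 with atp-2 RNAi in L4440, at 2465 and 1450 in the columns labelled hda-1 RNAi and at 2438 and 1276 in dve-1 RNAi. ctb-1, the mitochondrial gene for cytochrome b, was at 2305 and 3640, 2137 and 2571, and 2215 and 3449.

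Of the tests that follow, those on called genes and on reads of the RNAi trigger were set before their results, and all others were chosen only after the result was seen. The hda-1 signal may hold reads of the double-stranded RNA fed to the worms, which the 64.1-fold higher value leaves open, as values per part of the gene are not in the data. A swap of 1 labelled column with another is unlikely, by the 34 core histone genes taken as a set. For each gene the lower of both labelled columns was set against the highest of the other 4. The median difference was 2.87 log2, with a lower quartile of 0.78, though 1 of these genes was called lower than in L4440 without atp-2 RNAi. The 32.3 times higher hda-1 level restates the signal itself and cannot settle an exchange of both with those of another background. An exchange with L4440 would leave hda-1 in dve-1 RNAi, at 24 and 25.1, far below its control at 1207 and 811. The study reported hda-1 transcription unaffected by dve-1 RNAi, which argues against such an exchange. For an exchange with dve-1 RNAi, dve-1 was at 28.8 and 25 in the labelled columns against 11.1 and 14.3 in dve-1 RNAi. That goes against it unless the dve-1 signal holds trigger reads. More transcription of the whole locus is unlikely, as 5 neighbouring genes had a median log2 ratio of -0.33. Levels along hda-1 inside and outside the RNAi clone would tell more.

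For the smaller response to atp-2 RNAi, the tests on the UPRmt list were chosen only after the result was seen, following planned tests on called genes. In the planned tests, genes chosen in dve-1 RNAi had a response larger in L4440 than in the columns labelled hda-1 RNAi by a median of 0.31, but in 82 of 133 genes (61.7%), which leaves selection on the shared column open, and genes chosen in the columns labelled hda-1 RNAi gave 0 for dve-1 RNAi, which decides nothing, since their median ratio in L4440 was 0 as well. With genes limited to protein-coding ones of 300 nt or more, also after the result, the medians were 0.43 (75.6% of 82 genes) and 0.16 (57.8% of 45), and as called genes were left out these decide nothing. The UPRmt list, fixed without these columns, had -0.38 and -0.33, which makes selection or 1 scaling factor per column unlikely for that list. A weaker reduction of atp-2 could play a part in the columns labelled hda-1 RNAi, with 64.3% left against 54.6% in L4440 and 38.8% in dve-1 RNAi. By level, atp-2 with atp-2 RNAi was lower in the labelled column, at 554 FPKM, than in L4440, at 598, so only the share goes with it. The signal can hold trigger reads, so neither measure decides this. A chance difference of the L4440 cultures with atp-2 RNAi stays open.

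For sperm genes, lower in the columns labelled hda-1 RNAi and higher in dve-1 RNAi, all tests were chosen only after the result was seen, on a list fixed before. msp-40 was at 29.6 FPKM in L4440, 0 in the column labelled hda-1 RNAi and 93.7 in dve-1 RNAi, and ssp-37 at 45.6, 0.536 and 80.7. A different amount of sperm-forming cells may play a part in dve-1 RNAi, where 29 sperm genes had an interquartile range of 0.37 log2, though common regulation of these related genes would give the same, and stays open for the column labelled hda-1 RNAi, where the range was 0.89 at levels near 0. The loss of reads that match several near-identical copies is unlikely as the cause for dve-1 RNAi, where 8 genes outside these families had a centred median of 1.35 and a lower quartile of 0.59, and stay open for the column labelled hda-1 RNAi, where the median was -0.83 but the quartiles were -2.49 and 0.28. Counts of sperm-forming cells in such worms would bear on the amount of these cells, but not on the other explanations.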
